A study of Homo sapiens with 24 samples. Its data were reported in "N6-methyladenosine modification-mediated mRNA metabolism is essential for human pancreatic lineage specification and islet organogenesis" (2022).

How the data were processed

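m6A-seq was analysed for 24 libraries of human pluripotent stem cells (hPSC) and their pancreatic derivatives. m6A-seq immunoprecipitates RNA fragments with an antibody against N6-methyladenosine (m6A) and sequences them (IP) beside the fragments before precipitation (input), so that a methylated stretch appears as a peak of IP over input. The labels gave 12 groups of 2 libraries, an IP and an input group for each of 6 cell populations. These were hPSC, definitive endoderm (DE), pancreatic progenitors (PP) and human islet-like organoids (hILO) from one differentiation series, and wild-type PP (WT PP) and PP without the m6A demethylase ALKBH5 (A5-KO PP) from a separate experiment. The labels placed the first 4 populations in one batch and the last 2 in another. In the first batch mRNA and a SYSY antibody were used. In the second batch total RNA, a Millipore antibody and a different library kit were used, and rRNA was depleted from the input fragments.

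The authors trimmed the reads with fastp, aligned them to GRCh38 with HISAT2 keeping 1 alignment per read, and called peaks with exomePeak2. One list was deposited per population, called on its IP and input libraries together. For each peak the authors deposited read counts of IP and input pooled over the libraries of the group, a log2 enrichment of IP over input as estimated by exomePeak2, a p-value and an adjusted p-value. Whether the pooled counts are sums or means over libraries was not stated. The methods of the study give an IP/input ratio of at least 1.5 and p below 1e-05 as thresholds. The log2 enrichment was at least 0.585 in each of the 6 deposited lists. The lists were limited by an adjusted p below 0.05 and not by that p, since the share of peaks with p below 1e-05 ranged from 54.1% in A5-KO PP to 94.3% in hILO. The deposited log2 enrichment differed from the log2 ratio of the deposited counts by an offset that rose with the GC content of the peak. Between peaks of 30% to 35% GC and peaks of 60% to 65% GC the median offset rose by 0.16 in hPSC, 0.84 in DE, 1.26 in PP, 0.57 in hILO, 1.35 in WT PP and 1.32 in A5-KO PP, among peaks with at least 200 input reads.

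No value per library was analysed here, so no spread between replicates could be computed and no test across conditions was made. The planned count model with an IP by genotype interaction needs counts per library and was not fitted. Shares are given with Wilson 95% intervals and medians with 95% percentile intervals from 1000 resamples of genes. These intervals cover counting error and the sampling of genes, not the variation between cultures, and peaks are not replicates. The counting error of a log2 enrichment was taken from the IP and input counts of the peak with 0.5 added to each, and log2 ratios of counts were computed with a pseudocount of 1. This takes the pooled counts as sums over libraries, and if they are means the counting error is overstated. PCR copies are not independent molecules, which acts the other way, so the errors are approximate. Library totals were not used here, and the depth is described by the reads inside peaks.

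The deposited peaks were given mostly as spans from start to end, introns included. Each span was reduced to the exons of its gene in GENCODE 44 on GRCh38. Of 228472 peaks, 99.8% were matched to a gene of that annotation and 100% of those lay on its strand. Of 61545 peaks over several exons, 91.3% had an exonic length that was a multiple of the 25 nt step of the peak caller, against 4.02% of their spans. A peak counted as shared when more than 50% of its exonic length was covered on the same strand by peaks of the other list. For inherited peaks the study required a location overlap above 50%. It does not state which peak the share refers to, and the use of exonic length and strand was chosen here. The expression filter of the study was not used here. As a chance level, each peak was placed at random on the exons of its own gene, 20 times. Enrichment of shared peaks was compared with the overlapping peak that shared most bases. The lists were normalized separately, so a difference in log2 enrichment between lists compares 2 separately scaled values. Peak midpoints in exonic coordinates were placed in the 5UTR, CDS or 3UTR of the longest coding isoform, and within 200 nt of the stop codon. DRACH (D is A, G or T, R is A or G, H is A, C or T) and GGAC sites were counted on the transcript strand in peaks and in the exons of the same genes outside peaks. Coordinates are 1-based on GRCh38.

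Definitions, comparisons and 31 named genes were fixed before the data were examined. The named genes were stage markers and m6A factors, to which the 3 largest rises and 3 largest falls in log2 enrichment from WT PP to A5-KO PP were added by rule, among shared peaks with at least 50 input reads in both lists. One of the 3 falls is not reported here. Alternatives covered the enrichment and p thresholds, the overlap rule, the isoform and window, the motif and its background, a minimum of input reads and lists of equal size. The overlap, placement, motif and resampling code was tested on simulated peaks. It recovered 1200 of 1200 planted overlaps among 2000 simulated peaks, placed 2000 of 2000 midpoints in the right region, found 50 of 50 planted sites, and 95 of 100 resampling intervals held the true shift. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.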

Results

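To describe m6A along human pancreatic differentiation, m6A-seq peaks were analysed for hPSC, DE, PP and hILO, the stages from pluripotent cells over endoderm and pancreatic progenitors to islet-like organoids. A second comparison, WT PP against A5-KO PP, asked how loss of the m6A demethylase ALKBH5 changed the peaks of pancreatic progenitors. Each population had 2 IP and 2 input libraries, 24 in total, and 1 list of peaks called on them together. No list gave values per library, so every comparison below is without a replicate check. The log2 enrichment of a peak is the authors' value for IP over input.

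The lists held 36659 peaks in hPSC, 32680 in DE, 29083 in PP and 31519 in hILO, on 14178, 13398, 11811 and 13249 genes. WT PP had 43312 peaks on 14936 genes and A5-KO PP had 55219 peaks on 19843 genes. The depth inside peaks was uneven. IP reads in peaks numbered 79822815 in hPSC, 30723097 in DE, 30944774 in PP, 77537744 in hILO, 59982995 in WT PP and 38575826 in A5-KO PP. Input reads in the same peaks numbered 7970658, 12602604, 6987612, 28463998, 19034654 and 12716287. A median peak had 66 input reads in hPSC, 103 in DE, 87 in PP, 302 in hILO, 80 in WT PP and 33 in A5-KO PP. The counting error of the log2 enrichment of a median peak was 0.19, 0.17, 0.17, 0.099, 0.19 and 0.29 in the same order. Peaks without any input read made up 11.5% of the WT PP list and 24.6% of the A5-KO PP list, against at most 0.183% in the 4 stages. The number of peaks depended on the threshold. A p below 1e-10 lowered it most in A5-KO PP, to 14515 peaks against 14522 in WT PP, and an IP/input ratio of at least 3 lowered it most in hILO, to 14684 peaks. At p below 1e-10 hILO had the most peaks of the 4 stages, 21544. At p below 1e-10 the 2 lists of the knockout experiment were nearly equal in size.

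Most peaks on coding transcripts lay in the CDS and the 3UTR. Of the peaks placed on the longest coding isoform, 52.8% lay in the CDS in hPSC (95% interval 52.2% to 53.4%), 50.8% in DE (50.2% to 51.4%), 55.9% in PP (55.2% to 56.5%) and 53.7% in hILO (53.1% to 54.3%). The 3UTR held 40.2%, 44.5%, 38.1% and 42.4%, and the 5UTR 7.05%, 4.68%, 5.98% and 3.87%. In WT PP the CDS held 48.9% (48.4% to 49.5%) and the 3UTR 43.9%, whereas in A5-KO PP the CDS held 56.3% (55.7% to 56.8%) and the 3UTR 37.4%. Among peaks with at least 50 input reads the CDS share was 50.0% in WT PP and 56.7% in A5-KO PP. Counting any overlap with a region in place of the midpoint moved these shares most, to 63.3% for the CDS in hPSC. Peak midpoints within 200 nt of the stop codon made up 20.7% in hPSC, 22.0% in DE, 20.2% in PP, 21.6% in hILO, 19.0% in WT PP and 18.2% in A5-KO PP. This share and the 3UTR share were thus lower in A5-KO PP than in WT PP. The study instead reported a peak density that rose after the knockout near the stop codon and in the untranslated region behind it. Peaks over several exons made up 38.5% of the A5-KO PP list and 22.9% of the WT PP list. Location was not compared among shared peaks or with peaks over several exons left out. Whether the lower shares hold there stays open. In hPSC, 66.4 of 1000 placed peaks fell in the first 100 nt after the stop codon, against 29.1 of 1000 in the bin from 300 to 200 nt before it.

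**Figure D1:**
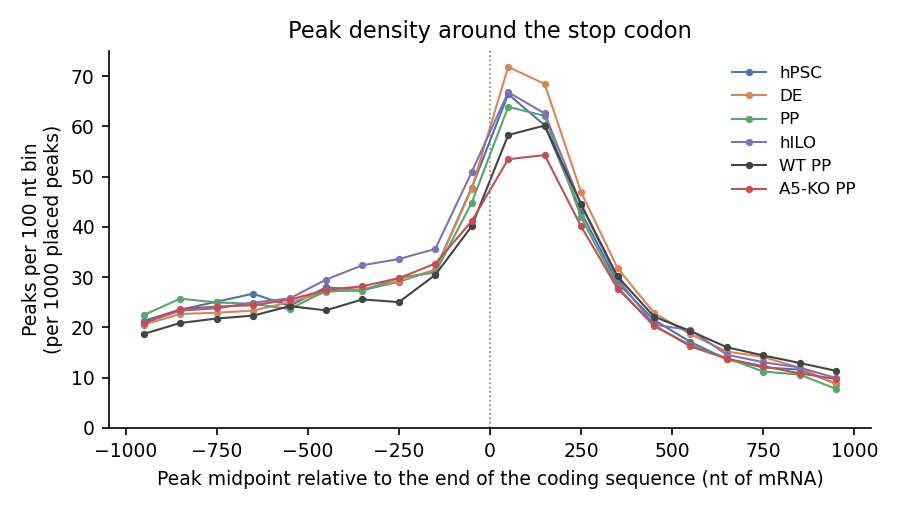
Density of peak midpoints around the stop codon for the 6 lists, in peaks per 100 nt bin per 1000 placed peaks (y axis) against the distance to the end of the coding sequence in nt of mRNA (x axis), each line being 1 list. All 6 lines peak within 200 nt after the stop codon, with A5-KO PP lowest at 53.5 in the first 100 nt.

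The m6A consensus DRACH was denser in peaks than in the exons of the same genes outside peaks in all 6 lists. The ratio of site densities was 1.22 in hPSC (95% interval 1.21 to 1.22), 1.24 in DE (1.23 to 1.26), 1.22 in PP (1.21 to 1.24), 1.22 in hILO (1.21 to 1.23), 1.20 in WT PP and 1.17 in A5-KO PP (1.15 to 1.18). On the opposite strand, which carries no transcript of the gene and served as the background, the ratio was between 0.825 in hPSC and 0.914 in A5-KO PP. The core motif GGAC gave higher ratios of 1.59, 1.47, 1.42, 1.31, 1.43 and 1.24. At least 1 DRACH site was found in 88.8% of the PP peaks (88.5% to 89.2%), the lowest share, and in 92.8% of the hILO peaks (92.5% to 93.1%), the highest.

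To ask whether peaks were passed on between stages, each peak was compared with the stage before. The share of inherited peaks was 64.7% in DE (21140 of 32680, 64.2% to 65.2%), 57.0% in PP (16565 of 29083, 56.4% to 57.5%) and 45.6% in hILO (14363 of 31519, 45.0% to 46.1%), and the remaining 35.3%, 43.0% and 54.4% arose de novo. Peaks placed at random on their own genes overlapped the previous stage in 15.6%, 13.4% and 10.1% of cases. Of the de novo peaks, 24.4% in DE, 23.2% in PP and 29.0% in hILO lay on genes without a peak in the previous stage. The fall from DE over PP to hILO was seen under each overlap rule, but it was not seen when the overlap was counted from the earlier stage. Counted that way, 52.5% of hPSC peaks were found again in DE, 46.6% of DE peaks in PP and 60.5% of PP peaks in hILO. Of the PP peaks, 61.0% were already present in hPSC (60.4% to 61.5%) and a further 9.52% were first seen in DE. Of the hILO peaks, 54.8% were already present in hPSC (54.2% to 55.3%), 9.52% were first seen in DE, 5.72% in PP, and 30.0% in none of the earlier stages.

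**Figure D2:**
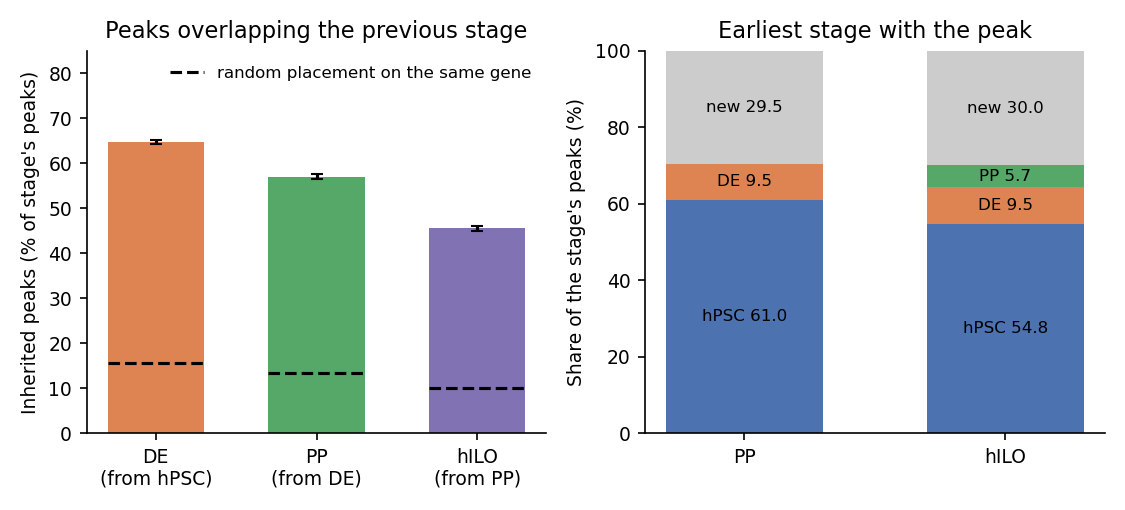
Left, share of the peaks of DE, PP and hILO that overlapped peaks of the previous stage (bars, in percent, with Wilson 95% intervals) and the share after random placement on the same genes (dashed lines). Right, share of PP and hILO peaks by the earliest stage in which they were found, where hPSC accounted for 61.0% and 54.8%.

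Genes with a peak were divided by their number of peaks. A single peak was found on 38.7% of such genes in hPSC, 41.6% in DE, 42.0% in PP and 42.3% in hILO. Genes with 2 to 4 peaks made up 47.5%, 47.1%, 45.7% and 47.0%, and genes with 5 or more peaks 13.9% (13.3% to 14.4%), 11.4% (10.8% to 11.9%), 12.2% (11.6% to 12.8%) and 10.7% (10.2% to 11.3%). Merging peaks less than 100 nt apart lowered the class of 5 or more peaks most, to 9.25% in hPSC.

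The level of m6A at shared peaks was compared by the difference in log2 enrichment. The lists were normalized separately and the differences have no replicate check. The median difference was −0.11 from hPSC to DE over 20706 pairs of peaks (−0.12 to −0.10), −0.12 from DE to PP over 16190 pairs (−0.13 to −0.11) and −0.13 from PP to hILO over 13582 pairs (−0.14 to −0.11). The difference moved with base composition in all 3 transitions, and its sign was not the same at every GC content. Among pairs with at least 50 input reads in both lists, the difference from hPSC to DE was 0.13 at 30% to 35% GC (0.082 to 0.19) and −0.17 at 60% to 65% GC. From PP to hILO it was −0.25 at 35% to 40% GC and 0.058 at 55% to 60% GC (0.012 to 0.10). From DE to PP it was 0.0055 at 35% to 40% GC (−0.029 to 0.033) and −0.36 at 60% to 65% GC (−0.40 to −0.33). With 1 offset per list in place of the GC-dependent offset of the authors' values, an alternative chosen after seeing the data, the median difference from DE to PP was 0.0038. It has no interval and follows from the constant chosen for each list, so it gives no direction.

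**Figure D3:**
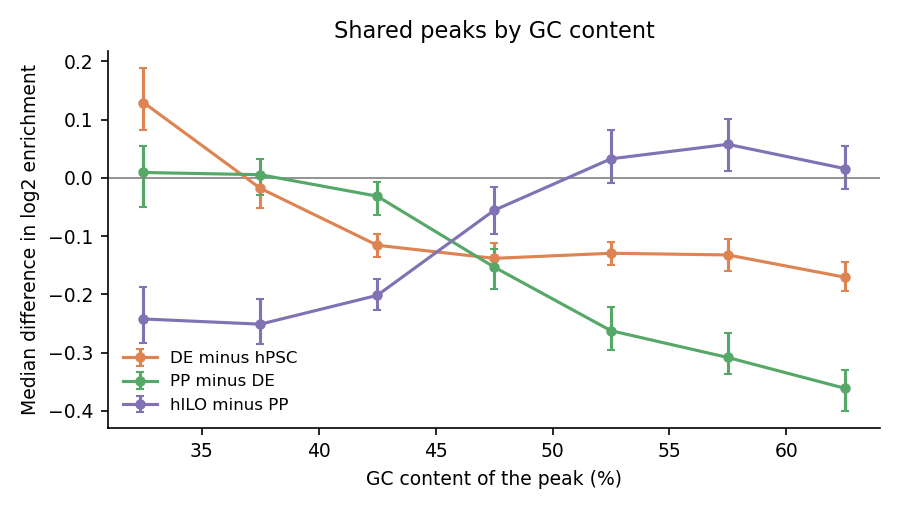
Median difference in log2 enrichment of shared peaks (y axis) by the GC content of the peak in percent (x axis) for the 3 transitions between stages, among pairs with at least 50 input reads in both lists, with 95% intervals from resampling genes. From DE to PP the difference lies near 0 up to 40% GC and reaches −0.36 at 60% to 65% GC, and the lines of the other 2 transitions cross 0.

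Of 23 stage markers, 5 carried a peak in hPSC, 10 in DE, 13 in PP, 19 in hILO, 15 in WT PP and 15 in A5-KO PP. POU5F1 had 1 peak in hPSC, in the 3UTR on chromosome 6 from 31164337 to 31164411, with 11 input reads and a log2 enrichment of 1.75 (counting error 0.45, adjusted p 0.0025 from exomePeak2), and 1 overlapping peak in DE with 727 input reads and 1.77. NANOG had 3 peaks in hPSC and 2 in DE. SOX17 had 3 peaks in DE and none in the other 3 stages, but 3 in WT PP and 2 in A5-KO PP. The input reads in these peaks numbered 1181 in WT PP and 2 in A5-KO PP. PDX1 had 4 peaks in PP and 2 in hILO, and NKX6-1 had 3 and 2. The highest PDX1 peak of PP was in the CDS on chromosome 13 from 27924336 to 27924510, with a log2 enrichment of 2.60 and 40 input reads. SOX9 had 2 peaks in PP but also 2 in hPSC, the latter with 10 input reads in all. MNX1 had 3 peaks in DE, 4 in PP and 4 in hILO. INS with 2 peaks, GCG with 1 and SST with 2 carried peaks in hILO and in no other list. By their midpoints on the longest coding isoform, the INS peaks were placed in the 5UTR (chromosome 11, 2160816 to 2161190) and the 3UTR (2159779 to 2159878). Their log2 enrichments were 0.98 and 0.83 at 24198 and 25170 input reads. SOX2 and GAPDH had no peak in any of the lists used here.

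For the knockout, ALKBH5 itself was examined first. The gene (ENSG00000091542, chromosome 17) had 3 peaks in each of the 4 stages, 4 in WT PP and 5 in A5-KO PP. The input reads in these peaks numbered 663 in hPSC, 2753 in DE, 382 in PP, 1286 in hILO, 289 in WT PP and 1 in A5-KO PP, while the IP reads numbered 836 in WT PP and 592 in A5-KO PP. Of the WT PP input reads, 288 came from 1 peak from 18183178 to 18183914, which is not on the longest coding isoform. In the CDS peak from 18184165 to 18184614 WT PP had 1 input read as well. The input reads of ALKBH5 in the 2 lists were thus too few to compare outside the peak from 18183178 to 18183914. The A5-KO PP peak within it, from 18183178 to 18183227, had no input read. IP reads numbered 458 in the WT PP peak over 175 exonic nt and 179 in the A5-KO PP peak over 50 exonic nt. Since the 2 peaks differ in length, neither their IP reads nor their input reads compare like with like. The missing input does not decide on the knockout either, since 2196 shared pairs had no input read in A5-KO PP and at least 50 in WT PP. IP reads on the gene were present in both lists. The study made the knockout by indel mutations in the first exon, which read numbers on the gene do not record. It checked the A5-KO hPSC lines by PCR genotyping and Sanger sequencing, and found no ALKBH5 protein by western blotting.

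Of the A5-KO PP peaks, 25833 (46.8%, 46.4% to 47.2%) were shared with WT PP and 29386 were found in A5-KO PP alone. In WT PP, 21669 peaks (50.0%, 49.6% to 50.5%) were not shared. The A5-KO-only peaks had a median of 20 input reads, against 77 for the WT-only peaks, and 29.1% of them had no input read, against 11.6%. They lay on lncRNAs in 27.8% of cases against 10.3%, and spanned several exons in 53.4% of cases against 19.6%. A minimum of 50 input reads in WT PP, scaled for the lower input of A5-KO PP to 31.9 and chosen after seeing the data, left 13089 A5-KO-only and 12420 WT-only peaks, so that their ratio changed from 1.36 to 1.05. With the A5-KO PP list cut to the size of the WT PP list, which by construction lowers the first number and raises the second, there were 22961 A5-KO-only and 26227 WT-only peaks.

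Among 25353 pairs of shared peaks, 9636 were higher in A5-KO PP by at least 1 on the log2 scale (hyper peaks, on 6393 genes) and 7333 were lower by at least 1 (hypo peaks, on 5141 genes), so that hyper peaks made up 56.8% of the changed ones (56.0% to 57.5%). The median difference was 0.24 (0.21 to 0.27). Of the hyper peaks, 8547 differed by more than the 95% range of their counting error, and so did 6175 of the hypo peaks. However, 3750 of all hyper peaks and 2401 of all hypo peaks had no input read in at least 1 list. There the deposited log2 enrichment need not follow the counts. On ALKBH5 in A5-KO PP, peaks without input reads had 0.99 at 54 IP reads and 10.69 at 87. The numbers beyond counting error are therefore not numbers of resolved differences. The median difference depended on input coverage. It was 2.61 where the list with fewer reads had none, 0.78 from 1 to below 10 reads, 0.19 from 10 to below 50, 0.050 from 50 to below 200 (−0.0011 to 0.12) and −0.026 at 200 or more (−0.062 to 0.0027). With at least 50 input reads in both lists, 9085 pairs remained, the median difference was 0.0034 (−0.023 to 0.032), and 2065 hyper peaks stood against 1951 hypo peaks. With 1 constant offset per list the same pairs gave a median difference of 0.20, a value that follows from the constants chosen.

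**Figure D4:**
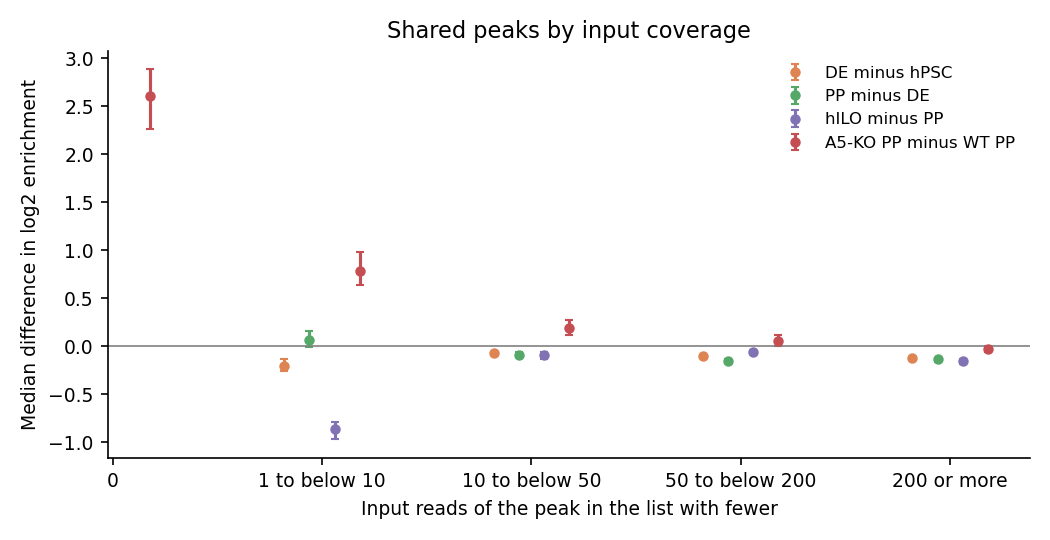
Median difference in log2 enrichment of shared peaks (y axis) by the input reads of the peak in the list with fewer (x axis) for the 3 transitions between stages and for A5-KO PP against WT PP, with 95% intervals from resampling genes and groups under 50 pairs not drawn. The difference between A5-KO PP and WT PP falls from 2.61 at 0 reads to −0.026 at 200 reads or more.

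The largest rises among pairs with at least 50 input reads in both lists were on ZNF326, MYO9B and PUS1. The peak on ZNF326 (CDS, chromosome 1, 90027646 to 90027720) had a log2 enrichment of 2.53 in WT PP and 12.29 in A5-KO PP, with 203 and 39580 IP reads in 75 nt. MYO9B (CDS, chromosome 19, 17195137 to 17198138) rose from 1.00 to 6.79 and PUS1 (CDS, chromosome 12, 131941735 to 131943614) from 0.99 to 6.59. Among the 3 largest falls were those on ERC1 (CDS, chromosome 12, 1445044 to 1490174), from 7.40 to 1.53, and on ZNF609 (3UTR, chromosome 15, 64681732 to 64682056), from 6.67 to 1.07. The counting errors of these 5 differences were between 0.20 and 0.28. They were among the extremes of 9085 pairs, and the falls were of similar size to the rises on MYO9B and PUS1.

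The PP list and the WT PP list describe the same cell type in the 2 batches, which differ in antibody, RNA input and library kit. Of the PP peaks, 57.9% were shared with WT PP (57.3% to 58.4%), and of the WT PP peaks 22.4% with PP (22.0% to 22.8%). Under reciprocal overlap the first share fell to 24.1%. Over 8484 pairs the log2 enrichment was higher in WT PP by a median of 2.05 (quartiles 0.69 and 3.41), and Spearman's rho between the log2 enrichments was 0.14 across peaks, which are not independent replicates. It was 0.29 between DE and PP, and 0.12 between WT PP and A5-KO PP. With at least 50 input reads in both lists, rho was 0.15 between PP and WT PP, 0.33 between DE and PP and 0.33 between WT PP and A5-KO PP. Batch and experiment coincide here, so the stages were compared with each other, and A5-KO PP with WT PP, within a batch. Where other passages set lists of the 2 batches side by side, batch cannot be told apart from experiment.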

Values the study reported

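By mass spectrometry, the study reported an average m6A level of 0.28% of adenosines in PP mRNA, against 0.35% in hPSC, 0.31% in DE and 0.33% in hILO. For the knockout it reported 7903 peaks with raised m6A on 4343 genes in A5-KO PP.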

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

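No paired analysis was possible because the lists pool the 2 libraries of each group and hold no value per library. For the same reason the planned count model for differential peaks was not run, nor were its alternatives with other size factors, a replicate block, each replicate left out, or no filter on low counts. Whether the 2 libraries of a group agree therefore stays open for each result. The alternatives marked as added were chosen after seeing the data. The cause of the changes below was not tested, except where a stricter threshold or rule admits fewer peaks by its own construction.

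The number of peaks fell with stricter thresholds. At IP/input of at least 3 the peaks numbered 22609 in hPSC, 19525 in DE, 15442 in PP and 14684 in hILO, at p below 1e-10 13867 in hPSC, 12727 in DE, 10726 in PP, 21544 in hILO, 14522 in WT PP and 14515 in A5-KO PP, and at p below 1e-05, an added alternative, 22875 in hPSC, 20498 in DE, 17966 in PP, 29717 in hILO, 23524 in WT PP and 29882 in A5-KO PP. At both p thresholds hILO, the third of the 4 stages by size in the report, had the most peaks of the 4. IP/input of at least 2 moved no count by more than 1.5 times. At p below 1e-10 the excess of A5-KO PP over WT PP was gone, and at p below 1e-05 it was kept.

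The inherited share was 71.5% in DE, 64.2% in PP and 56.2% in hILO with any overlap, 47.6% in DE, 41.3% in PP and 37.2% in hILO with reciprocal overlap, 64.1% in DE, 55.5% in PP and 43.1% in hILO with IP/input of at least 2, 60.4% in DE and 52.9% in PP with lists of equal size and 70.7% in DE, 63.2% in PP and 54.0% in hILO on genes with a peak in the previous stage. DE stayed above PP and PP above hILO in each of these. Counted from the earlier stage the shares were 52.5% in DE, 46.6% in PP and 60.5% in hILO, and that order was lost. The origin of peaks moved to 68.2% for PP from hPSC, 8.37% for PP from DE, 63.1% for hILO from hPSC, 8.90% for hILO from DE and 5.37% for hILO from PP with any overlap, to 41.0% for PP from hPSC, 11.2% for PP from DE, 42.0% for hILO from hPSC, 11.0% for hILO from DE and 6.82% for hILO from PP with reciprocal overlap, and to 53.0% for PP from hPSC, 13.4% for PP from DE, 47.1% for hILO from hPSC, 13.4% for hILO from DE and 7.29% for hILO from PP with lists of equal size. The genomic span gave 60.3% for PP from hPSC and 54.1% for hILO from hPSC, and IP/input of at least 2 gave 5.43% for hILO from PP. Among the earlier stages hPSC remained the most frequent origin in each. The rule favours this order, since a peak found in hPSC was credited to hPSC even if DE had it too. Counted directly, 41.3% of PP peaks overlapped DE and 41.0% hPSC with reciprocal overlap. With lists of equal size these shares were 52.9% and 53.0%, and with any overlap 64.2% and 68.2%.

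The median difference in log2 enrichment was −0.016 for DE minus hPSC, −0.087 for PP minus DE, −0.10 for hILO minus PP and 0.66 for A5-KO PP minus WT PP over all peaks, −0.091 for DE minus hPSC and 0.27 for A5-KO PP minus WT PP with reciprocal overlap, −0.15 for PP minus DE, −0.10 for hILO minus PP and 0.0034 for A5-KO PP minus WT PP with at least 50 input reads in both lists, and the mean was −0.078 for PP minus DE, −0.19 for hILO minus PP and 0.53 for A5-KO PP minus WT PP. With 1 offset per list, an added alternative, it was −0.081 for DE minus hPSC, 0.0038 for PP minus DE, −0.16 for hILO minus PP and 0.20 for A5-KO PP minus WT PP. These values follow from the constant chosen for each list and have no interval. The value from DE to PP, close to 0, is the only one among these alternatives whose sign differs from that in the report, and it is not read as a rise.

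On the isoform with the longest CDS, the shares of peaks were for the CDS 55.8% in hPSC, 53.7% in DE, 58.9% in PP, 56.7% in hILO, 51.9% in WT PP and 59.1% in A5-KO PP, for the 3UTR 37.7% in hPSC, 42.2% in DE, 35.7% in PP, 39.9% in hILO, 41.5% in WT PP and 35.1% in A5-KO PP, near the stop codon 21.4% in hPSC, 22.7% in DE, 22.4% in hILO, 19.6% in WT PP and 18.8% in A5-KO PP. With any overlap they were for the CDS 63.3% in hPSC, 61.6% in DE, 65.7% in PP, 64.5% in hILO, 60.9% in WT PP and 66.2% in A5-KO PP, for the 3UTR 44.7% in hPSC, 48.7% in DE, 41.5% in PP, 47.5% in hILO, 48.3% in WT PP and 40.3% in A5-KO PP, near the stop codon 28.3% in hPSC, 29.8% in DE, 26.9% in PP, 30.5% in hILO, 28.1% in WT PP and 25.5% in A5-KO PP. Within 100 nt of the stop codon they were 11.5% in hPSC, 12.0% in DE, 10.9% in PP, 11.8% in hILO, 9.93% in WT PP and 9.53% in A5-KO PP. The CDS share of A5-KO PP stayed above that of WT PP, and its 3UTR share below, in each of these.

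The motif ratio was 1.59 in hPSC, 1.47 in DE, 1.42 in PP, 1.31 in hILO, 1.43 in WT PP and 1.24 in A5-KO PP for GGAC, 1.70 in hPSC, 1.67 in DE, 1.54 in PP, 1.38 in hILO, 1.54 in WT PP and 1.39 in A5-KO PP for GGACT, and 1.18 in WT PP for DRACH against windows 300 nt away. It stayed above 1 in each list and alternative.

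With peaks less than 100 nt apart merged, genes with 1 peak made up 43.7% in hPSC, 46.3% in DE, 47.2% in PP and 47.1% in hILO, genes with 2 to 4 peaks 45.4% in hILO, and genes with 5 or more 9.25% in hPSC, 7.20% in DE, 7.90% in PP and 7.44% in hILO. At IP/input of at least 2 these were 43.2% in DE, 44.9% in PP and 47.2% in hILO, then 44.7% in PP and 44.7% in hILO, and 10.5% in DE, 10.4% in PP and 8.10% in hILO.

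Between WT PP and A5-KO PP, reciprocal overlap left 16921 shared A5-KO peaks and 4766 hypo peaks. The added minimum of input reads scaled to depth left 13089 A5-KO-only and 12420 WT-only peaks. With at least 50 input reads in both lists there were 2065 hyper and 1951 hypo peaks, and lists of equal size gave 4019 hypo peaks. Lists of equal size also turned the order of the unshared peaks round, to 22961 A5-KO-only and 26227 WT-only peaks. This setting removes peaks from the A5-KO PP list alone, from 55219 to 43312, which by construction lowers the first number and raises the second. The hyper share of changed peaks, 56.8% in the report, was 57.7% with reciprocal overlap, 55.9% at a difference of at least 1.5 times, 52.3% with the median difference set to 0, 51.4% with at least 50 input reads in both lists, 58.4% at IP/input of at least 2, and 69.6% with lists of equal size. Ranking by p keeps a smaller share of the longer A5-KO PP list, so the last value compares lists selected to different degrees. Low input coverage limits this comparison, since 36.6% of A5-KO PP peaks and 21.9% of WT PP peaks had fewer than 10 input reads.

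Between the PP and WT PP lists, the shared part was 63.3% of PP peaks and 35.5% of WT PP peaks with any overlap, 24.1% of PP peaks and 16.2% of WT PP peaks with reciprocal overlap, 53.7% of PP peaks and 20.6% of WT PP peaks at IP/input of at least 2 and 41.4% of PP peaks and 23.8% of WT PP peaks with lists of equal size. The median difference in log2 enrichment was 2.22 at IP/input of at least 2 and 2.67 with lists of equal size. The number of stage markers with a peak stayed within 1.5 times at IP/input of at least 2 in each list. In all, 96 of 255 values under alternatives stayed within the interval, or within 1.5 times the count, of the reported value.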

Other observations

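The tests in this part were chosen after the patterns were seen, with the following exceptions. The reading of the share of receptor genes with a peak was written down first. For A5-KO PP minus WT PP, the comparison with at least 50 input reads in both lists was fixed before the data were examined. No library was set against its replicate, so a difference between the cultures, which the design names as stage or genotype, stays open and untested throughout.

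A5-KO PP had 13568 peaks without a single input read, and WT PP had 4997. Signal from sequence that is not transcribed in these cells, such as DNA, was examined with 440 olfactory and taste receptor genes, taken by symbol as genes unlikely to be transcribed. Of these, 8.18% carried a peak in A5-KO PP (95% interval 5.97% to 11.1%), against at most 2.05% in the other 5 lists and 66.0% of all coding genes in A5-KO PP. The share lay above that of the other lists, as such signal would give, and far below that of all coding genes. Only 15 of the 52 A5-KO PP peaks on these genes lacked input reads, so this share bears mostly on peaks that had them. A peak without input reads was carried by 3.41% of the receptor genes (2.08% to 5.55%) and by 26.9% of all coding genes in A5-KO PP. In WT PP these shares were 0.227% (0.0401% to 1.28%) and 14.1%. The receptor share was thus higher in A5-KO PP, as such signal would give for a part of the peaks. As the whole source such signal is argued against by the A5-KO PP shares and by the motif. GGAC sites in peaks without input reads were 1.29 times as dense as in windows 300 nt away (1.25 to 1.32), and on the opposite strand 0.947 times (0.921 to 0.975). The same ratio argues against signal with no relation to methylated sites as the whole source. This holds only as far as the windows, which were not matched for base composition or for CDS and UTR, allow. A part stays open, since the ratio was 1.42 in those peaks that were shared with WT PP and 1.17 in those found in A5-KO PP alone.

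Uneven input coverage along transcripts, as a source of the peaks without input reads, cannot be told apart from low input over the whole gene or from signal in the IP alone. Of these peaks in A5-KO PP, 51.6% lay on a gene with another A5-KO PP peak of at least 50 input reads (50.8% to 52.4%), and 63.6% did so in WT PP. These shares do not stand out, since the same was found for 59.4% of the A5-KO PP peaks with 1 to below 10 input reads and for 68.4% of those in WT PP. Among pairs shared with WT PP, 2196 had no input read in A5-KO PP and at least 50 in WT PP, and the opposite case had 892 pairs. The median SD of log2 input density between the peaks of a gene was higher in the second batch, at 2.69 in A5-KO PP and 2.63 in WT PP over all peaks and at 2.06 and 2.21 over peaks with at least 1 input read, against at most 1.56 in the 4 stages. The IP density over all peaks was also more uneven, at 1.74 in A5-KO PP and 2.02 in WT PP against at most 1.51, so the unevenness is not particular to the input. The kit and the total RNA of the second batch cannot be told apart from other differences between the batches.

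The A5-KO-only peaks over several exons, 15679 in number, stood apart by their motif. Their GGAC ratio was 1.12 (1.09 to 1.15), against 1.40 in A5-KO PP peaks over several exons that were shared with WT PP (1.36 to 1.44) and 1.33 in A5-KO-only peaks on 1 exon (1.30 to 1.38). The value lies above 1, and on the opposite strand the ratio was 0.971 (0.943 to 0.999). The windows were not matched for base composition or for CDS and UTR. A ratio this close to 1 therefore cannot exclude signal with no relation to methylated sites as the source of all these peaks. A mixture of methylated and other peaks may give such a value and was not tested. Few input reads do not account for it alone, since the ratio was 1.11 among those with at least 50 input reads (1.06 to 1.15).

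The excess of A5-KO-only over WT-only peaks may come in large part from low input coverage. The ratio of the 2 numbers was 1.36 over all peaks and 1.05 with a depth-scaled minimum of input reads. At that minimum 48.9% of the A5-KO-only peaks still spanned several exons, against 20.8% of the WT-only peaks, and this difference in kind was left unexplained. For the higher enrichment of shared peaks in A5-KO PP, few input reads cannot be told apart from a rise of m6A at the peaks that were covered. The median difference was 0.0034 with at least 50 input reads in both lists, but 0.20 for the same pairs with 1 offset per list. That value follows from the 2 constants chosen, and the depth of the libraries, which would fix them, was not used here.

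The lower enrichment of shared peaks in PP than in DE may reflect in part the GC-dependent offset in the authors' values. Across pairs with at least 50 input reads in both lists, Spearman's rho between GC and the difference was −0.25 in the authors' values and 0.084 in the log2 ratio of the counts. These are correlations across peaks, which are not independent replicates. The counts were not free of GC trends in the other transitions, where rho was 0.29 for DE minus hPSC and −0.19 for hILO minus PP, opposite in sign to the authors' values (−0.17 and 0.20). Whether the offset removes a bias of the libraries or adds a trend cannot be read from the lists, so these lists leave a fall of m6A at the PP stage open. The study reported such a fall by mass spectrometry and also from its m6A-seq. Its mass spectrometry, a measure over all mRNA and not at shared peaks, put hILO above PP. The median at shared peaks was lower in hILO than in PP. The median falls from hPSC to DE and from PP to hILO changed sign along GC in the authors' values.

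The log2 enrichment was about 2 higher in WT PP than in PP. Few input reads are argued against as the source, because the median difference was 2.00 with at least 50 input reads in both lists (1.94 to 2.08). The log2 ratio of the deposited counts differed the other way in these pairs, by −0.74. Without library totals, a scaling difference cannot be told apart from a stronger precipitation in the second batch, in which rRNA was depleted from the input and the antibody differed.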
